A study of Homo sapiens and Mus musculus with 47 samples. Its data were reported in "Chrom-seq identifies RNAs at chromatin marks" (2024).

How the data were processed

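Chrom-seq labels RNA near a chosen chromatin mark in living cells. A reader protein domain that binds the mark carries an array of peptide tags, the tags recruit an antibody fragment fused to the peroxidase APEX2, and APEX2 attaches biotin-aniline to nearby RNA, which is then pulled down on streptavidin. Cells expressed the components for 48 h and received biotin-aniline at 500 µM for 30 min and H2O2 at 1 mM for 1 min, per the labels. In Chrom-seq the control cells carried the tag array without a reader. The TAF3 reader, which binds H3K4me3, was used in HCT116 (human colon carcinoma), NIH3T3 (mouse fibroblast) and Neuro-2a (mouse neuroblastoma) cells. RNA-seq was made from HEK293T (human embryonic kidney) cells with the CBX7 reader, which binds H3K27me3, or with a control whose treatment the labels do not set apart, and from HEK293T cells given an antisense oligonucleotide (ASO) against a long noncoding RNA or a control ASO.

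The series lists 47 samples, and 35 libraries in 5 tables were used. A table with the other 12 libraries, the Chrom-seq of HEK293T cells, was not used here, although the planned comparisons included it. The results it would have given were therefore not analysed here. Groups came from the sample titles. Each group had 3 libraries, except that the LINC00641 ASO group had 2.

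The values are raw read counts per gene as deposited by the authors, with no normalization. According to the methods the study describes, reads were trimmed, aligned with HISAT2 to hg19 or mm10, and counted with featureCounts over GENCODE genes, which gave 57820 human and 55401 mouse genes per table. All values were whole and none was negative. The tables give each gene a length equal to its end minus its start plus 1, for every gene checked, so reads within introns may have entered the counts. Whether the counting used strand or shared reads was not stated. Values of overlapping, antisense and closely related genes are therefore uncertain. Every column in the tables used belonged to a listed sample.

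Total counts ranged from 10012172 to 17558305 in the 18 Chrom-seq libraries and from 8258859 to 15330874 in the 17 RNA-seq libraries. Among 34 pairs of replicates none was identical, and the lowest chi-square per gene was 2.48, so no replicate was a copy of another. PCR reads are not independent molecules, so the counts carry more error than counting alone gives.

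Each comparison was fitted on its own 2 groups with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on the counts as deposited, with TMM normalization and Benjamini-Hochberg adjustment. Genes entered when their summed count exceeded 3 per library, a sum of 18 over 6 libraries. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 0.75 in size, the thresholds of the study. Standard errors were taken from the fold change and its F statistic. Levels are CPM, counts scaled by library totals with TMM factors, given with the SD. The difference in TAF3 enrichment between the mouse lines was tested as an interaction over 12 libraries, as Neuro-2a minus NIH3T3. The share of noncoding genes, meaning every gene type other than protein coding, was compared with Fisher's exact test, two-sided.

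The genes named in the text followed a rule: the targeted lncRNAs, RNAs the study names, the reader genes, and in each comparison the 3 largest rises and 2 largest falls among called genes with a mean of at least 100 counts and no overlap between the groups. HTT, FAHD2A and FAHD2B were chosen after their values were seen. The procedure was tested on simulated counts, with 200 genes of at least 20 mean counts changed by 1.5 on the log2 scale. It recovered 195 of them at the settings of HCT116, 176 at those of Neuro-2a, 195 at those of the SETD5-AS1 ASO and 187 at those of the LINC00641 ASO, and made between 1 and 7 false calls. For the interaction it recovered 87 of 100, drawn among genes with at least 20 mean counts in each line. Recovery of genes with fewer counts was not tested. The enriched genes had a median of 17.3 counts per library in HCT116 and 22 in NIH3T3.

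The comparisons, this rule and the following alternatives were fixed before the data were examined: DESeq2 1.42.0, DESeq2 size factors, library size alone, no filter, edgeR's filterByExpr, the replicate number as a block, all ASO groups in one fit, and leaving out each library. The alternatives for the noncoding shares were chosen after seeing the data. Figures were drawn with matplotlib.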

Results

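The data comprised 18 Chrom-seq libraries from 3 cell lines and 17 RNA-seq libraries from HEK293T cells. Each group had 3 libraries, except the LINC00641 ASO group, which had 2. The HCT116 libraries held 16234650 to 17445889 counts in the control group and 14213105 to 16536829 with TAF3. The NIH3T3 libraries held 16013327 to 17558305 counts in the control group and 15797217 to 17339776 with TAF3. Depth was lower in Neuro-2a, at 11045737 to 13317137 counts in the control group and 10012172 to 11454449 with TAF3. The CBX7 RNA-seq libraries held 8258859 to 10995383 counts and their control libraries 12109803 to 15330874. Totals were 11641275 to 13713968 with the control ASO, 11619315 to 12619309 with the SETD5-AS1 ASO, 13199127 to 13839088 with the LINC00641 ASO and 13533066 to 15023098 with the LINC00662 ASO.

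Chrom-seq with TAF3 asks which RNAs are recovered more near H3K4me3, a mark of active promoters, than with the reader-free control. No RNA-seq of HCT116, NIH3T3 or Neuro-2a cells is among the samples. A change in the level of an RNA with the reader thus cannot be told apart from a change in its capture. In HCT116 cells, 625 of 18731 tested genes were enriched and 615 were depleted. DESeq2 gave 504 enriched genes, and filterByExpr moved the count most, to 487. Among enriched genes with a mean of at least 100 counts and no overlap between the groups, the largest rise was that of HSPA8 (ENSG00000109971.9, hg19 chromosome 11, 122928197 to 122933938), with 1322 ± 48.6 CPM with TAF3 and 443 ± 39.0 in the control (SD, n = 3 each). Its log2 fold change was 1.58 with a standard error of 0.0551 and an edgeR adjusted p of 5.57e-26. Small nucleolar RNA genes lie within HSPA8 on the same strand. IL8 had 21.9 ± 3.20 CPM with TAF3 and 7.71 ± 1.51 in the control (SD, n = 3 each), and RP11-100N20.1, which overlaps PRKG2 on the opposite strand, rose by 1.39 on the log2 scale. Among depleted genes, the log2 fold change was −1.67 for CHAC1 and −1.57 for TSC22D3. Of 12 RNAs that the study names besides the ASO targets, 0 were called in HCT116, 0 also when adjusted over the list alone, and 5 had an unadjusted p under 0.05. The study names most of them for H3K27me3 or H3K9me3 in HEK293T cells, and BCYRN1 as a negative control. Their values with TAF3 in HCT116 are therefore no test of what the study reports for them. NEAT1 had a log2 fold change of −0.62, with an edgeR adjusted p of 3.43e-13, and its size is under the fold-change threshold.

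In NIH3T3 cells, 2056 of 19220 tested genes were enriched and 72 were depleted. The count ranged from 1641 to 1909 when a library was left out. The enriched genes had a median of 22 counts per library, against 208 for the other tested genes, and a median gene span of 38.2 kb, against 19.1 kb. Gm47760, a lincRNA gene (ENSMUSG00000111922.1, mm10 chromosome 10, 17294698 to 17332877), had 13.3 ± 0.274 CPM with TAF3 and 0.105 ± 0.134 in the control (SD, n = 3 each). Its log2 fold change was 6.94 with a standard error of 0.388 and an edgeR adjusted p of 4.58e-13. Gm47761 overlaps it on the same strand. Cacna1e (ENSMUSG00000004110.17, chromosome 1, 154390731 to 154884501) had 15.6 ± 1.14 CPM with TAF3 and 0.266 ± 0.107 in the control, a log2 fold change of 5.85. Among the depleted genes, the log2 fold change was −0.92 for Acyp2 and −0.88 for Zbtb8a. Neat1 and Malat1 did not differ, with edgeR adjusted p of 0.998 and 0.92.

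In Neuro-2a cells, 172 of 17006 tested genes were enriched and 4 were depleted. The count ranged from 41 without control replicate 2 to 565 without TAF3 replicate 1, and was 389 with DESeq2 and 489 with no filter. All 172 genes were among those called by DESeq2. TAF3 replicate 1 stood apart from the other TAF3 libraries, with a chi-square per gene of 36.19 and 41.42 against them, while they gave 3.35 between themselves. The common biological coefficient of variation was 0.169, and 0.068 without TAF3 replicate 1, against 0.101 in NIH3T3 and 0.0591 in HCT116. By the same criteria, the largest rises were those of Fer1l6 and Agbl1, followed by that of Taf3. Fer1l6 had 22.7 ± 3.69 CPM against 1.36 ± 0.548, and Agbl1 had 17.9 ± 0.596 against 1.11 ± 0.434 (SD, n = 3 each). The log2 fold changes of Fer1l6 and Agbl1 were 4.06 and 3.97. The log2 fold change was −0.81 for Sox8 and −0.78 for Drap1.

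The gene of the reader itself rose in both mouse lines. Taf3 (ENSMUSG00000025782.12, mm10 chromosome 2, 9914552 to 10048596) had 8425 ± 668 CPM with TAF3 and 128 ± 5.33 in the control in NIH3T3, and 1741 ± 142 against 183 ± 15.3 in Neuro-2a (SD, n = 3 each). The log2 fold changes were 6.04 and 3.25. In HCT116, TAF3 rose by 0.43 on the log2 scale, and the reader is a mouse sequence.

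The mouse lines shared 15261 tested genes, of which 1156 were enriched in NIH3T3, 150 in Neuro-2a and 91 in both. Of the 1156 genes, 887 had a positive log2 fold change in Neuro-2a, which is 76.7%. Across genes, which are not independent replicates, the log2 fold changes of the lines correlated with r = 0.345. The interaction, tested on 19509 genes, called 595, with the enrichment larger in NIH3T3 for 455 and larger in Neuro-2a for 140. The count ranged from 450 to 854 when a library was left out.

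**Figure D1:**
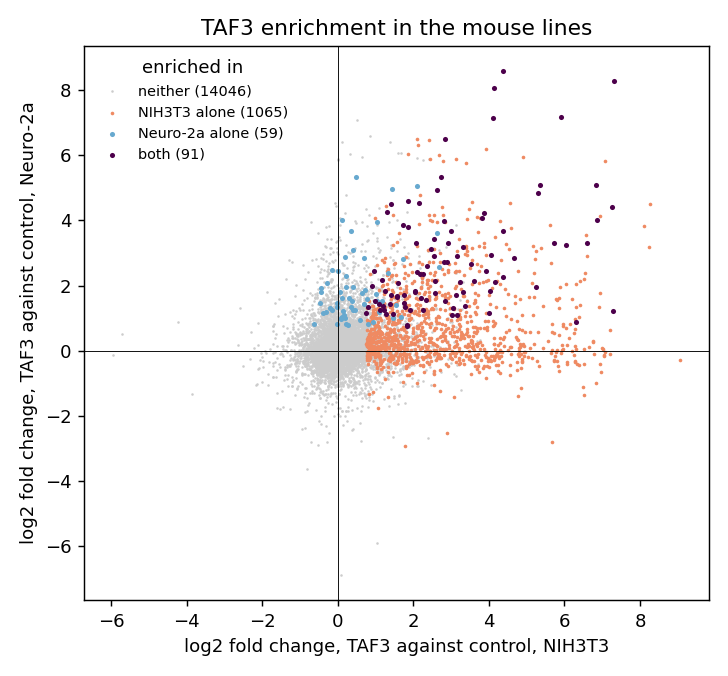
Each point is 1 of 15261 genes tested in both mouse lines, with its log2 fold change of TAF3 over control in NIH3T3 on the x axis and in Neuro-2a on the y axis. Colours mark genes past the thresholds in 1 line or in both (91 genes), and 887 of the 1156 genes enriched in NIH3T3 lie above 0 in Neuro-2a.

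Noncoding genes made up a larger share of the enriched genes than of the other tested genes in HCT116 and NIH3T3. In HCT116 the share was 35.04% against 24.7%, an odds ratio of 1.64 (Fisher's exact test, two-sided, p of 1.51e-08, adjusted over 3 tests 2.26e-08). In NIH3T3 it was 40.1% against 23.6%, an odds ratio of 2.17 (exact p of 1.25e-54, adjusted 3.75e-54). In Neuro-2a it was 25.6% against 20.6%, and the exact test gave a p of 0.129, adjusted 0.129. That share was 31.3% without TAF3 replicate 1, which passed the threshold, and 18.6% without TAF3 replicate 2. Genes are not independent replicates, so these tests describe the gene lists.

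The RNA-seq with CBX7 asks how far gene expression in cells transfected with the reader differs from that in control cells. The study describes its comparison as one with untreated cells, and the labels do not say how the control differed, so effects of transfection and of the other components are not separated from those of the reader. Of 18204 tested genes, 760 were higher and 634 were lower with CBX7. Leaving out a library gave 1109 to 1607 changed genes. CBX7 itself had 41.8 ± 2.32 CPM with the reader and 16.5 ± 1.87 in the control (SD, n = 3 each), a log2 fold change of 1.34 with an edgeR adjusted p of 1.15e-06. DNAH17 rose by 5.17, EGR1 by 3.54 and NEB by 2.91 on the log2 scale. DNAH17 overlaps several genes on the opposite strand. The log2 fold change was −1.77 for ANKRD9 and −1.67 for a further gene (ENSG00000237886.1, chromosome 9, 139440664 to 139444345). Of the 12 RNAs the study names, 3 were higher (H19, RP11-500G22.2 and BCYRN1) and NEAT1 was lower, with a log2 fold change of −1.09. Adjusted over the list alone, 3 were higher and 1 lower. Of the lncRNAs targeted by the ASOs, LINC00641 was also higher with CBX7, at 60.46 ± 9.76 CPM against 29.1 ± 3.22 (SD, n = 3 each), a log2 fold change of 1.05 with an edgeR adjusted p of 1.28e-05, and SETD5-AS1 and LINC00662 were not called.

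The ASO libraries ask how gene expression responds when a chromatin-associated lncRNA is reduced. Each targeted lncRNA was lower in its own group. SETD5-AS1 had 4.29 ± 0.387 CPM with its ASO and 52.8 ± 0.603 with the control ASO (SD, n = 3 each), 8.14% of the control. LINC00641 had 1.38 ± 0.699 (SD, n = 2) against 39.5 ± 2.26 (SD, n = 3), 3.56% of the control. LINC00662 had 1.58 ± 0.376 against 12.8 ± 0.886 (SD, n = 3 each), 12.5% of the control. SETD5-AS1 lies on hg19 chromosome 3 (9391373 to 9440263) and overlaps 4 genes, LINC00641 on chromosome 14 (21668238 to 21675059) with no overlap, and LINC00662 on chromosome 19 (28175488 to 28284848) with 3 overlapping genes. SETD5-AS1 was also lower with the other ASOs, at 56.6% of the control with the LINC00641 ASO and 56.2% with the LINC00662 ASO. Scaled within each table, it had 28.15 to 30.6 CPM with those ASOs, 29.1 to 32.1 in the RNA-seq control libraries of the CBX7 comparison and 52.9 to 53.6 with the control ASO.

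**Figure D2:**
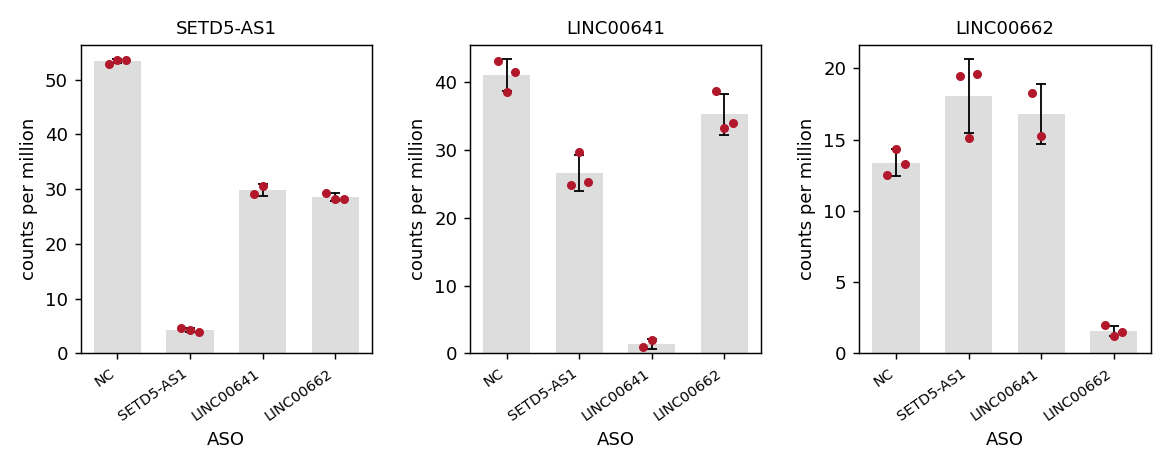
Bars show the mean CPM of the 3 targeted lncRNAs in each ASO group, error bars the SD, and points the single libraries, with 2 libraries in the LINC00641 group and 3 in the others. Values are normalised over all ASO libraries together, and each lncRNA is lowest in the group of its own ASO.

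Against the control ASO, 4525 of 18544 tested genes differed with the SETD5-AS1 ASO, 2390 higher and 2135 lower. With the LINC00641 ASO, 2034 of 18503 genes were higher and 2124 lower. With the LINC00662 ASO, 4625 of 18562 differed, 2159 higher and 2466 lower. The control ASO libraries stood apart from all other RNA-seq libraries for many genes, as described under other observations. Part of these differences may thus come from the control group rather than from the targeted lncRNAs. Scaling by library size alone gave 3194 higher and 1611 lower for the SETD5-AS1 ASO, and the median log2 fold change of all genes was then 0.166, against 0.028 with TMM. SGK1 (hg19 chromosome 6, 134490384 to 134639250) had log2 fold changes of −4.46 with the SETD5-AS1 ASO, −4.56 with the LINC00641 ASO and −4.06 with the LINC00662 ASO, with edgeR adjusted p of 3.14e-14, 2.03e-15 and 3.1e-20. For SGK1 the control ASO was the group apart, at 108.5 to 112.4 CPM, against 3.135 to 9.67 in the RNA-seq libraries of the CBX7 comparison. RRAGD rose by 2.54 with the SETD5-AS1 ASO and by 2.67 with the LINC00641 ASO. FAHD2CP, a pseudogene whose reads may be shared with related genes, rose by 2.73 and 2.77. With the LINC00662 ASO the largest rises, by the criteria given for HSPA8, were those of CDH4, GAB2 and C4orf48, with log2 fold changes of 3.12, 2.91 and 2.87. Of the 12 RNAs the study names, 3 were higher and 1 lower with the SETD5-AS1 ASO (4 and 1 adjusted over the list alone), 2 higher and 1 lower with the LINC00641 ASO (2 and 1), and 1 higher and 5 lower with the LINC00662 ASO (1 and 5).

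PGBD5 was higher with all 3 ASOs than with the control ASO, under the same limit. Its log2 fold changes were 1.20 with the SETD5-AS1 ASO, 1.04 with the LINC00641 ASO and 1.29 with the LINC00662 ASO, with edgeR adjusted p of 1.58e-05, 1.17e-05 and 4.65e-09. TAF7 was lower with all 3. It had 131 ± 5.602 CPM with the LINC00662 ASO and 289 ± 4.22 with the control ASO (SD, n = 3 each), a log2 fold change of −1.15 with an edgeR adjusted p of 7.15e-14. With the SETD5-AS1 and LINC00641 ASOs the log2 fold changes of TAF7 were −1.43 and −1.13. AC005618.1 overlaps TAF7 on the same strand.

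The 3 ASO comparisons share their control libraries. Over 18026 genes tested in each, 2072 were called in the same direction in all 3, 946 higher and 1126 lower, out of 6989 called in any. Across genes, the log2 fold changes correlated with r = 0.841 between SETD5-AS1 and LINC00641, 0.696 between SETD5-AS1 and LINC00662 and 0.717 between LINC00641 and LINC00662. In 100 simulations of unchanged groups against shared control libraries, the median r lay between 0.444 and 0.491, and at most 1 gene was called in the same direction in all 3.

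**Figure D3:**
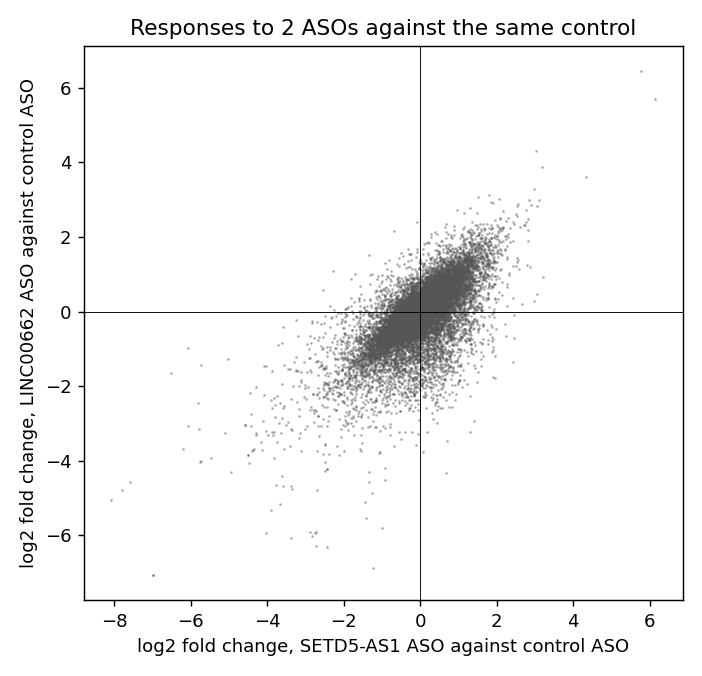
Each point is 1 of 18026 genes, with its log2 fold change against the control ASO for the SETD5-AS1 ASO on the x axis and for the LINC00662 ASO on the y axis. The correlation across genes is 0.696, part of which comes from the shared control libraries.

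**Figure D4:**
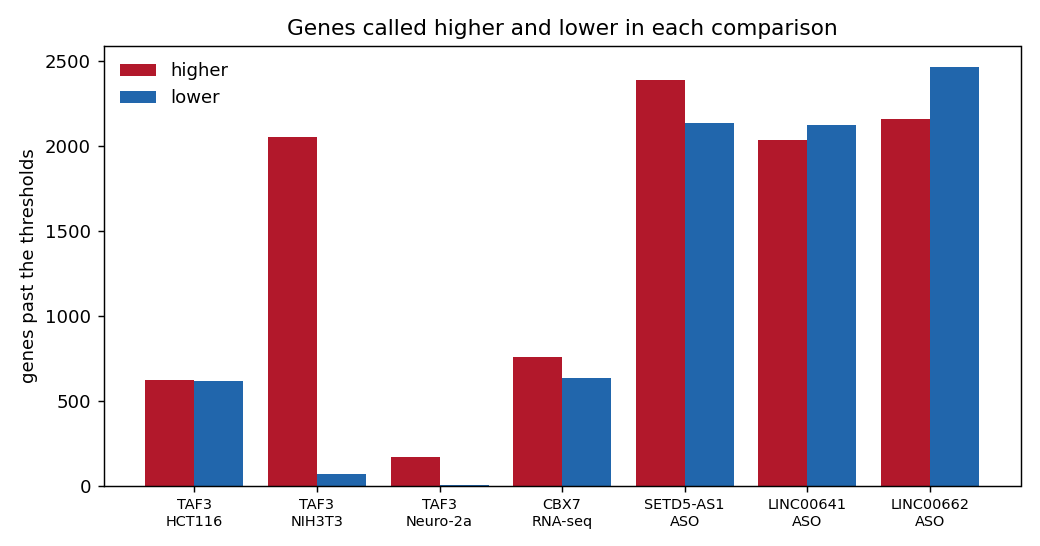
Bars give the number of genes past the thresholds in each comparison, higher in red and lower in blue. NIH3T3 has 2056 higher and 72 lower genes, and each ASO comparison has over 2000 in each direction.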

Values the study reported

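The study reported 3316 RNA species enriched by the TAF3 reader in HEK293T cells, of which 1104 were noncoding. It used a log2 fold change of at least 0.75 and an FDR under 0.05. The HEK293T Chrom-seq libraries were not analysed here.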

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

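These results stand out because the same contrast gave different effects in the mouse lines by a test of the difference itself. The tests of Taf3 and of evenly spread genomic DNA were chosen after their results were seen.

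For 595 RNAs the TAF3 enrichment differed between NIH3T3 and Neuro-2a. The difference, Neuro-2a minus NIH3T3 on the log2 scale, was −7.53 for Gm47760, −4.55 for Cacna1e, −2.80 for Taf3 and −0.88 for Drap1. Of 100 splits of the reader labels within each line, 7 gave as many, the real one included, which is a share above 0.05. The other 6 all kept the real labels of NIH3T3 and regrouped only Neuro-2a. The largest of them gave 767, more than the real 595. Among the splits that regrouped NIH3T3 the largest count was 26. The count thus rests mainly on the NIH3T3 effect, and these splits do not exclude that the Neuro-2a effect is near 0. Without Neuro-2a TAF3 replicate 1 the count was 854, and without Neuro-2a control replicate 2 it was 450. Lower depth in Neuro-2a is argued against as the whole source. With the NIH3T3 libraries thinned to the mean Neuro-2a totals, 1821 RNAs were enriched in NIH3T3, against 172 in Neuro-2a. The spread in Neuro-2a comes mostly from TAF3 replicate 1, without which 565 RNAs were enriched and the biological coefficient of variation fell from 0.169 to 0.068. A wider spread between Neuro-2a replicates is also argued against as the whole source. The genes enriched in NIH3T3 had a median log2 fold change of 2.35 there and 0.561 in Neuro-2a. To avoid choosing and measuring on the same libraries, genes were also chosen on 2 replicates and measured in the one left out. The median was then 2 to 2.26 in NIH3T3 and 0.482 to 0.725 in the Neuro-2a replicates. A difference between the cell lines, or in how much reader they made, stays open. Taf3 reads, which may come from the reader, were at 8425 ± 668 CPM with TAF3 in NIH3T3 and 1741 ± 142 in Neuro-2a (SD, n = 3 each). These levels go with more reader RNA in NIH3T3. The data hold no reader protein levels, and whether the amount of reader caused the difference was not tested.

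Reads from the transfected reader are a candidate explanation for Taf3. It rose by 6.04 and 3.25 on the log2 scale in the mouse lines, where the mouse reader sequence matches the genome, and TAF3 rose by 0.434 in HCT116. Its share of the counts did not produce the other calls, since 2051 RNAs were enriched in NIH3T3 without Taf3 in the table.

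Many RNAs enriched in NIH3T3 are long genes with few counts. Low counts stay open as a source, since the share was lower without them. Of genes with a mean of at least 100 counts 3.2% were enriched, against 10.7% of all tested genes. This comparison cannot exclude low counts, as the mean is taken over both groups and a rise itself can lift a gene past 100. A trend with gene span is argued against as the whole source, since 1796 RNAs were enriched after it was removed, 1761 of them among the 2056. The study selected RNA with poly(A) tails and describes the TAF3 reads in HEK293T cells as mostly exonic. It takes this as a sign that they come from RNA. The exonic share in NIH3T3 was not examined here, so genomic DNA in the TAF3 libraries remains open. Of 343 genes of at least 100 kb with at most 3 control counts and a count in some library, 311, or 90.7%, had more counts with TAF3. Choosing genes for low counts alone does not give this, as the reversed choice, on low TAF3 counts, gave 106 genes of which 37.7% had more counts in the control. The values are those that DNA reads need, but nuclear RNA from these genes would give them too and was not tested. The same share was 78.2% in Neuro-2a and 73.6% in HCT116. Of 2001 olfactory and vomeronasal receptor genes, 1655 had no count in the NIH3T3 TAF3 libraries. Over all 2001, the rise per kb was 330% of that over these long genes. This met the prediction for DNA reads, which had no upper limit. Evenly spread DNA would give a similar rise per kb in both sets, so the excess cannot decide. The sets are also unlike, since receptor genes were not chosen for few control counts and had 3149 in all. Moreover, 10 receptor genes carried 65.7% of their rise. Scaled for depth in the same way, the value for receptor genes was 46.3% in Neuro-2a and −35.4% in HCT116, a fall. In HCT116 the share of long genes was thus above that of its reversed choice, 38.5%, without a rise over receptor genes. Whether such DNA would be spread evenly cannot be told apart from an uneven spread: 10 of 218 long genes with 1 to 3 control counts had no count with TAF3 where span alone gives 0.0069, but how much of each gene reads can map to is not known.

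The other counts of calls were each compared with the other splits of their 6 libraries. In HCT116, NIH3T3, Neuro-2a, the CBX7 RNA-seq, the SETD5-AS1 ASO and the LINC00662 ASO, 1 of the 10 splits gave as many calls, the real one. With 10 splits the share cannot fall under 0.1.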

How the results depend on the processing

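Of 170 alternative values for 15 counts and shares, 147 stayed within 1.5 times the count or on the same side of the test. The exceptions were all in Neuro-2a. Its enriched RNAs numbered 172, 389 with DESeq2 and 489 with no filter, and 41 to 565 across the 6 fits that each left out one library. All 172 were among the calls of both alternatives. Its depleted RNAs numbered 4, 13 with DESeq2, 27 with no filter, 2 with the replicate block, and 0 to 55 when a library was left out. The noncoding share in Neuro-2a was 25.6% with an exact p of 0.129. It passed the threshold at 29.3% with DESeq2 calls and at 22.4% over genes with a mean of at least 20 counts. It also passed at 23.8% with pseudogenes left out, and at 31.3% without TAF3 replicate 1, against 20.4% of the other genes. It ranged from 18.6% to 31.3% when a library was left out, and lay below the share of the other genes in 3 of those 6 fits. Most of the spread comes from TAF3 replicate 1: the biological coefficient of variation was 0.169 with all libraries, 0.068 without it and 0.164 to 0.195 without any other. Without it, 170 of the 172 RNAs were among the 565. For DESeq2, no filter and the other noncoding shares the cause was not tested.

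When a library was left out, the enriched RNAs ranged from 518 to 642 in HCT116 and from 1641 to 1909 in NIH3T3, the changed genes from 1109 to 1607 for CBX7, from 4156 to 4477 for the SETD5-AS1 ASO, from 3833 to 4073 for the LINC00641 ASO (control libraries only, since leaving out 1 of its 2 leaves no test) and from 4357 to 4508 for the LINC00662 ASO. The interaction ranged from 450 to 854 and the genes called alike with all 3 ASOs from 1933 to 2083, for which only the control ASO libraries were left out. The noncoding share ranged from 32.0% to 35.7% in HCT116 and from 38.9% to 39.9% in NIH3T3.

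Replicate numbers did not pair the libraries. In no comparison was every correlation between same-numbered libraries over 0.1, and the highest, 0.239, was in the CBX7 RNA-seq. With the replicate block the enriched RNAs numbered 601 in HCT116, 1810 in NIH3T3 and 134 in Neuro-2a, and the changed genes 1432 for CBX7, 4370, 3769 and 4506 for the SETD5-AS1, LINC00641 and LINC00662 ASOs, and 554 for the interaction. Of 133 named-gene results, 126 were the same with the replicate block.

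Scaling by library size alone moved the split of the SETD5-AS1 ASO from 2390 higher and 2135 lower to 3194 and 1611, that of the LINC00641 ASO from 2034 and 2124 to 2413 and 1835, and that of the LINC00662 ASO from 2159 and 2466 to 2363 and 2297. With all ASO groups in one fit, the splits were 2406 and 2160, 2000 and 2137, and 1836 and 2723. Which direction had more genes thus depends on the scaling for the LINC00641 and LINC00662 ASOs.

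For 133 results on single genes, 1307 alternative values were computed and 1197 were the same. Another 32 fell below the threshold, 17 rose past it and 40 reversed. The 21 others come from fits with a single LINC00641 ASO library, which have no test. All reversals concern genes that were not called, the largest in size being 0.35 for BCYRN1 with the LINC00641 ASO. Malat1 in NIH3T3 was 0.0028 with DESeq2 and with its size factors, 0.047 with library size, and −0.030 to 0.0074 when a library was left out. Neat1 in NIH3T3 was 0.011 with DESeq2 and with its size factors, 0.055 with library size, 0.0015 with the replicate block, and −0.041 to 0.047 when a library was left out. Cbx7 in Neuro-2a was 0.015 with library size and −0.13 to 0.034 when a library was left out. In HCT116, leaving out a library gave −0.83 to 0.17 for BCYRN1, −0.60 to 0.081 for RP11-500G22.2, −0.063 to 0.23 for H19 and −0.14 to 0.47 for AC005943.5. With CBX7 it gave −0.068 to 0.57 for AC005943.5. With the SETD5-AS1 ASO, BCYRN1 was 0.12 with library size, 0.011 with the replicate block and −0.38 to 0.38 when a library was left out, and NEAT1 was 0.11 with library size and −0.14 to 0.11. With the LINC00641 ASO, BCYRN1 was −0.033 with the replicate block and −0.21 to 0.77 when a library was left out, ANKRD19P was 0.018 with library size and −0.14 to 0.029, RP11-500G22.2 was −0.20 to 1.87, and TINCR was −0.018 with the replicate block and −0.038 to 0.18. NEAT1 with the LINC00662 ASO was −0.085 to 0.17.

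The alternatives planned for the HEK293T Chrom-seq comparisons, for the comparison of HEK293T with HCT116 and for CBX7 capture over the transcriptome were not run, since that table was not used here.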

Other observations

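The tests of HTT and of the distance between libraries were chosen after the results were seen.

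The 3 ASO responses resembled each other. Chance shared through the control libraries is argued against as the whole source, since the median r between knockdowns was 0.717 and the highest of 100 simulations gave 0.491. A single aberrant control library is argued against too, as at least 1933 genes were called alike in all 3 knockdowns when any control library was left out. After a trend with gene span was removed, 1700 genes were called alike, 1436 of them among the 2072. A direct comparison of the SETD5-AS1 ASO with the LINC00662 ASO changed 2039 genes, against 4525 and 4625 in their comparisons with the control ASO. With 2039 genes changed, the values are consistent with a response common to the targeting ASOs or particular to the control ASO. A response shared by cells that lost these lncRNAs stays open.

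The RNA-seq libraries of the CBX7 comparison bear on this. Of 2012 shared genes, 92.6% to 94.0% lay nearer to the knockdown mean than to the control ASO mean in the 3 control libraries of the CBX7 comparison, and 87.2% to 89.4% did in the CBX7 libraries. Over all 18476 genes with enough counts, none chosen for a change, the median absolute log2 difference from the mean of those control libraries was 0.55 to 0.567 for the control ASO libraries and 0.281 to 0.399 for the 8 knockdown libraries. A difference between the tables is argued against as the whole source, since it would move the control ASO and knockdown libraries alike. Of 10908 genes with a mean of at least 100 counts, the control ASO libraries lay below all 14 other RNA-seq libraries for 2073 and above them for 2300, where chance gives 16 in each direction. The same counts were 295 and 130 for the SETD5-AS1 ASO, 813 and 627 for the LINC00662 ASO, 393 and 418 for CBX7, and 652 and 908 for the control libraries of the CBX7 comparison, which thus also stand apart, for fewer genes. A candidate explanation for much of the shared response is that the control ASO libraries, rather than the knockdowns, are the ones that moved. Whether the control ASO itself or another difference in those cells moved them stays open and was not tested.

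HTT (ENSG00000197386.6, hg19 chromosome 4, 3076408 to 3245676) had 46.9 to 52.3 CPM in the control ASO libraries, 241 to 268 in the knockdown libraries and 249 to 313 in the RNA-seq libraries of the CBX7 comparison. Its log2 fold changes against the control ASO were 2.43, 2.44 and 2.40 for the SETD5-AS1, LINC00641 and LINC00662 ASOs. Among 10908 genes with a mean of at least 100 counts, HTT ranked 2 by the gap of the control ASO libraries below all 14 other RNA-seq libraries, a gap of 2.20 on the log2 scale. RRAGD had the largest gap, 2.33, and FAHD2CP, FAHD2B and FAHD2A were among the first 10. The study describes its control ASO as having no target in the human transcriptome, and its sequence was not compared with these RNAs here. One hypothesis is that the control ASO may still act on some of these RNAs. It cannot be told apart from other differences of the control group, since HTT was picked for its values and no other control ASO was analysed here. If so, part of the changes counted against the control ASO would not come from the targeted lncRNAs.

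The study describes TAF7 as more transcribed after LINC00662 was reduced. In these counts TAF7 was lower with the LINC00662 ASO than with the control ASO, and the control ASO was the group apart. TAF7 had 298.7 to 307 CPM with the control ASO, 126 to 136 with the LINC00662 ASO and 118 to 136 in the RNA-seq libraries of the CBX7 comparison. PGBD5 had 6.70 to 8.07 CPM with the control ASO, 12.6 to 21.8 with the 3 targeting ASOs and 12.04 to 18.1 in the libraries of the CBX7 comparison. SETD5-AS1 had 52.9 to 53.6 CPM with the control ASO and 29.14 to 32.1 in the control libraries of the CBX7 comparison, so the size of its knockdown depends on the reference. LINC00641 had 38.5 to 43.1 and 25.7 to 32.0 in the same groups, and LINC00662 had 12.49 to 14.3 and 9.69 to 14.2. SGK1 had 108 to 112 CPM with the control ASO, 4.15 to 7.17 with the targeting ASOs and 3.13 to 9.67 in the libraries of the CBX7 comparison.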
